A study of Mus musculus with 10 samples. Its data were reported in "Siah2 control of T-regulatory cells limits anti-tumor immunity" (2020).

How the data were processed

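YUMMER1.7 is a melanoma line of C57BL/6 mice, made from an earlier line by ultraviolet irradiation. Cells (100000 per mouse) were placed under the skin of WT or Siah2 knockout mice, and whole tumors were taken after 10 days. Poly(A) RNA of each tumor was made into a directional library, which keeps the strand of the transcript. The same line was injected in both groups, so the knockout concerns the host cells of the tumor, such as leukocytes, fibroblasts and vessels. The Siah2 genotype of the injected cells is not given in the sources used here.

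Per the study's methods and the submitters' processing notes, the authors checked read quality with FastQC, aligned single-end reads to the mouse genome build mm10 with STAR, counted them per gene with featureCounts and normalized and tested them with edgeR through SARTools. The version of each tool, the gene annotation and the strand setting of the counting are not given in the sources used here. The deposited table lists a score for each gene and library, which is the read count after normalization between libraries by the authors, rounded to a whole number. These scores are not raw counts. Their totals lie between 15414758 and 16503134 in all 10 libraries, and the steps between low scores differ from library to library as counts multiplied by a scale factor would. The table names 24421 genes, of which 11495 are listed at 0 in every library, and the lowest mean of any other gene is 9.8. The reason for the zeros is not given in the sources used here. Genes that all cells use, such as the ribosomal protein genes Rpl26 and Rpl30, are among those listed at 0, so a 0 was not read as a lack of expression. The remaining 12926 genes were tested. Among these, 20 carry a date in place of a gene symbol, a change that spreadsheets make to symbols such as those of the septin family, and they were tested but not named.

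The scale factors estimated from the steps ranged from 0.846 to 1.43 and place 10.8 M to 18.6 M reads on the listed genes of each library. This is an estimate, and no interval for counting error was derived from it. The median tested gene had a mean score of 553.2. How large counting error was beside the spread between tumors was not worked out for single genes. The squared differences given next are averages over genes, in which abundant genes weigh most. In WT tumors the squared difference between a pair of libraries was 5.62 to 11 times what counting error alone would give if the scores were counts. In Siah2 KO tumors it was 11.9 to 56.5 times, so no library had been deposited more than once. As the scores are scaled, these multiples are approximate.

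Groups were taken from the sample titles, with 5 WT and 5 Siah2 KO tumors. The titles number the knockout tumors 1, 2, 3, 5 and 6, whereas the columns of the table number them 1 to 5. The columns KO4 and KO5 were therefore used as knockout tumors without a replicate number, and the other 8 columns were matched to their titles. The labels do not tie the tumors to litters, cages or processing days.

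The plan written before the data were examined was a quasi-likelihood count test. As the table holds rounded normalized scores, that test was not used, and neither were the likelihood-ratio test, the DESeq2 Wald test and limma-voom that had been planned as alternatives, which are not suited to such values. Instead, log2(score + 1) was tested with limma 3.58.1 in R 4.3.3, with an intercept and the genotype, empirical Bayes moderation with a mean-variance trend, and Benjamini-Hochberg adjustment over the 12926 genes (threshold 0.05). Each fold change is on the log2(score + 1) scale, which understates the change of genes with low scores. The thresholds the study used for its pathway analysis, an unadjusted p under 0.01 and a log2 difference over 1 in either direction, were applied as well.

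Before the data were examined, 33 gene lists were fixed for the cell types, pathways and neighbouring tissues that a tumor sample could hold, and 29 of them had at least 3 tested members. They were tested with camera, which compares the members of a list with all other genes, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the lists. Camera with a correlation estimated for each list, and fry, which tests whether the members move on balance 1 way without reference to other genes, were run beside it. For 2 of the lists, the members are genes the study named from these same tumors, so their direction is not independent evidence. Predicted genes and unnamed identifiers were left out of the named genes, which were set by a rule fixed at the same time. It takes Siah2, the 17 genes the study named, the 10 largest and 10 smallest log2 differences among genes past the threshold whose groups did not overlap and whose mean was at least 1 CPM, and the 4 members with the smallest p in each list past the threshold. Some genes that the rule takes are not reported here. A gene named outside this rule is marked as chosen after its values were seen.

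Changes within a cell compartment were read as 6 log2 ratios per tumor, computed from log2(score + 2), of a gene or the mean of several genes to the mean of marker genes meant to stand for the same compartment. They were compared by a two-sided exact permutation test (scipy 1.17.1) over all 252 relabelings of the 10 tumors, for which 0.00794 is the smallest possible p, with Benjamini-Hochberg adjustment over the 6 ratios. Gene positions are from GENCODE M21 on the same genome build, matched by symbol for 12434 of the tested genes (96.2%).

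The limma step was tested on simulated data for this comparison. The 12926 genes were drawn independently of each other at their means in WT tumors and their group spreads, and 200 genes were changed. It recovered 46% of the genes changed by 0.5 on the log2 scale, 86% of those changed by 1 and 100% of those changed by 2 or 4. Of the 180 genes it called, 14 had not been changed (7.78%). In the data 35.6% of the genes passed, far more than were changed in the simulation, so these rates need not hold there. After the first results had been seen, some choices were changed. A fit without 2 knockout tumors that resembled each other was dropped, because it selected tumors by outcome, and replaced by one without the columns KO4 and KO5. A block over 6 tumors by column number was set aside, because column KO5 carries no certain number. The direction of a list, for judging whether an alternative reversed it, was first taken from camera and then from its median. Genes of matched length were first pooled over the fibroblast and matrix list and then matched to each member, and the bound for neighbouring tissue was made stricter. The alternatives tried were median-of-ratios, total-count and upper-quartile scaling, other filters and pseudocounts, other variance models, other denominators for the ratios, the replicate number as a block, and leaving out each tumor in turn. Figures were drawn with matplotlib 3.10.9.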

Results

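Gene expression was measured by RNA sequencing in whole YUMMER1.7 melanomas collected 10 days after injection into WT mice (5 tumors) or Siah2 knockout mice (5 tumors). The comparison asks how the tumor differs when the host lacks Siah2, a RING-type ubiquitin ligase. The normalized values of a library summed to between 15414758 and 15527530 in the 5 WT tumors and between 15605574 and 16503134 in the 5 Siah2 KO tumors. The 10 most abundant genes took 3.75 ± 0.038% of the total in WT tumors and 3.78 ± 0.374% in Siah2 KO tumors. Knockout tumors varied more among themselves, with a median gene-wise SD of 0.225 on the log2 scale against 0.115 in WT tumors.

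Siah2 itself (ENSMUSG00000036432.8, mm10 chromosome 3, 58674938 to 58692400, minus strand) was not lower in the knockout group. Its normalized values were 391, 428, 407, 393 and 408 in the WT tumors and 573, 739, 747, 490 and 610 in the tumors labelled Siah2 KO. Each tumor labelled KO was above each WT tumor, and the mean rose 1.54-fold (log2 difference 0.62 ± 0.11 SE, limma adjusted p = 0.00104). The value covers the whole gene, so it cannot show whether the deleted part was transcribed, and in a whole tumor it does not separate host from tumor cells. The transcript level thus went against the label rather than with it, and the group is called KO-labelled tumors here. Each direction below is that of KO-labelled against WT tumors and rests on the labels.

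**Figure D1:**
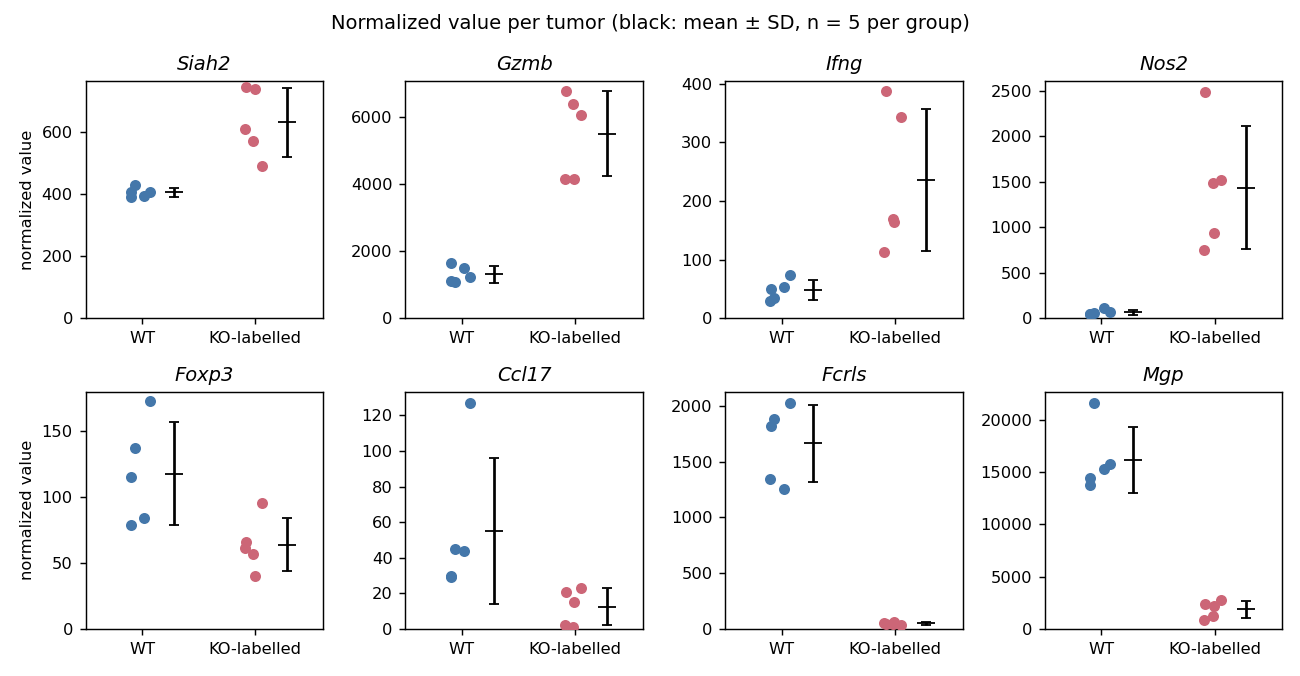
Normalized value of 8 genes in each tumor (points; y axes start at 0), with the group mean and SD in black (n = 5 per group). Siah2 lies between 490 and 747 in KO-labelled tumors and between 391 and 428 in WT tumors, Nos2 is 21.2-fold higher and Fcrls 33.7-fold lower in KO-labelled tumors, and the groups overlap for Foxp3.

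Transcripts of the inducible nitric oxide synthase Nos2, of the myeloid lectin Clec4d and of the collagenase Mmp13 were among those that rose most in KO-labelled tumors, while the scavenger receptor Fcrls and the matrix protein Mgp were among those that fell most. Of 12926 genes tested, 4606 passed the threshold (limma, adjusted p under 0.05), 2259 higher and 2347 lower, and 347 rose and 441 fell by more than 2-fold. Groups did not overlap for 3202 genes (24.8%), where chance gives 0.794%. Among the 10 genes that rose most were also Rhov, the tryptophan-degrading enzyme Ido1 (6.19-fold), the interferon-induced GTPase Gbp2b (6.14-fold), the neurotrophic factor Gdnf (6.05-fold), the inositol phosphatase Inpp5j (9.41-fold), the antisense RNA Ptgs2os2 (11.8-fold) and Selenbp2. Rhov was 4, 3, 3, 4 and 0 in the WT tumors and 72, 100, 171, 86 and 38 in the KO-labelled tumors, and Selenbp2 was 0, 4, 3, 10 and 8 against 47, 56, 36, 56 and 55. Selenbp2 and Gbp2b have close paralogs that could share reads, and the strand setting of the counting, on which Ptgs2os2 depends, is not given in the sources used here.

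Fcrls (mm10 chromosome 3, 87250758 to 87263738) had the smallest p of all genes, with 1667 ± 345.4 in WT tumors (SD, n = 5) and 41, 65, 47, 37 and 53 in the KO-labelled tumors (limma adjusted p = 3.9e-09). Mgp, an inhibitor of calcification, fell from 16206 ± 3152 to 1888 ± 816.1 (9.30-fold). The other genes among the 10 that fell most were the transcription factors Atoh8 (13.4-fold) and Tbx2 (10.8-fold), the growth factor pleiotrophin, Ptn (12.5-fold), the secreted protein C1qtnf3 (11.3-fold), the Wnt antagonist Frzb (10.3-fold), Aldh1a7 (11.9-fold), Gdpd2 (11.3-fold) and Rerg (10.9-fold). With total-count scaling 38.6% of the called genes were higher, against 49.0% with the authors' scaling. Without the columns KO4 and KO5, whose replicate numbers are uncertain, 4449 genes passed.

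**Figure D2:**
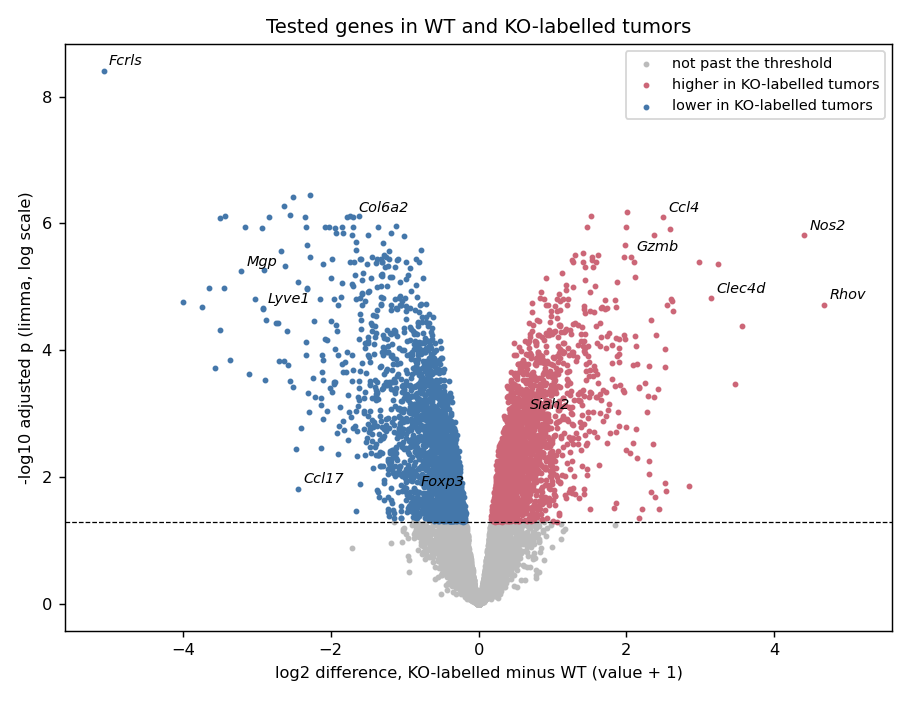
Log2 difference between KO-labelled and WT tumors (x axis) against -log10 of the limma adjusted p (y axis) for the 12926 tested genes. The 2259 genes higher in KO-labelled tumors are red, the 2347 lower genes are blue, and the dashed line marks the threshold.

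Transcripts of cytotoxic lymphocytes were higher in KO-labelled tumors. All 16 measured genes of the cytotoxic effector list rose, with a median of 2.17-fold (camera adjusted p = 1.43e-10). Granzyme B, Gzmb, rose 4.16-fold, from 1315 ± 253.2 to 5516 ± 1261 (SD, n = 5 each), granzyme A, Gzma, 3.62-fold, the granule protein gene Nkg7 2.65-fold and the death ligand gene Fasl 2.47-fold. Of 19 T cell identity genes, 14 rose, 1 fell and 4 did not pass (camera adjusted p = 0.00011). The one that fell, named after its values were seen, was the transcription factor Tcf7, from 511.8 to 400.6. The CD8 chains Cd8a (2.52-fold) and Cd8b1 (3.12-fold) and the receptor signalling kinase Zap70 (1.65-fold) were among those that rose. Cd4, chosen after its values were seen, was 197 in WT and 169.8 in KO-labelled tumors and did not pass. Of 8 NK cell genes, 7 rose, among them Klre1 (2.02-fold), Klrb1c (1.62-fold) and the activating receptor Ncr1 (1.38-fold), and the collagen-binding integrin Itga2 fell 2.61-fold (camera adjusted p = 0.00326). Of 12 checkpoint and exhaustion genes, 8 rose and 1 fell (camera adjusted p = 0.000154), with Cd274, which encodes PD-L1, up 3.59-fold, Havcr2, which encodes TIM-3, 2.72-fold, Cd244 2.31-fold and the ectonucleotidase Entpd1 2.05-fold. The gene of this list that fell, Btla, was named after its values were seen (from 83.4 to 48). With an estimated correlation the list-wise adjusted p was 0.336 for T cell identity, 0.281 for checkpoint and exhaustion and 0.1995 for the cytotoxic effector and NK cell lists. Adjusted over the list alone, 16 cytotoxic effector genes, 15 T cell identity genes, 7 NK cell genes and 8 checkpoint genes were higher.

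Genes of the regulatory T cell list did not move as a group. As other cells of the tumor express some of its members, this does not show that regulatory T cells were equally numerous. Of 13 measured, 3 rose, 4 fell and 6 did not pass, the same counts as when adjusted over the list alone, and the camera adjusted p was 0.886. The median log2 difference of the list was 0.08 and its mean was -0.05, so that they differ in sign, and the median was -0.10 without WT replicate 6 and -0.05 without column KO4. Foxp3 (mm10 chromosome X, 7573644 to 7595245), the transcription factor of this lineage, fell 1.82-fold, from a mean of 117.6 to 63.8 (limma adjusted p = 0.017), although the groups overlapped. The other members that passed were named after their values were seen. Ikzf2, Nrp1 and Itgae fell, and Tnfrsf9, Lrrc32 and Il10 rose, among which Nrp1 and Il10 are also expressed by myeloid cells.

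Myeloid genes went in both directions. Of 17 inflammatory macrophage genes, 15 rose and 1 fell (median 3.17-fold, camera adjusted p = 5.48e-10). Nos2 (mm10 chromosome 11, 78920787 to 78960254) rose 21.2-fold, from 65.6 ± 28.9 to 1436 ± 675.9, the chemokine Ccl4 rose 5.62-fold, the cyclooxygenase Ptgs2 4.30-fold and the chemokine Ccl2 3.17-fold, whereas Il12b, named after its values were seen, fell from 128.8 to 76.6. Of 15 alternative macrophage genes, 9 fell and 2 rose (median log2 difference -0.93, camera adjusted p = 0.000364). Those with the smallest p were the carbonyl reductase Cbr2 (6.37-fold lower), coagulation factor F13a1 (3.03-fold lower), the hyaluronan receptor Lyve1 (7.59-fold lower) and the scavenger receptor Stab1 (1.91-fold lower). The genes that rose, named after their values were seen, were arginase Arg1, from 1158 to 4801, and Chil3, from 85.6 to 146. Of 12 macrophage identity genes, 8 rose and none fell (camera adjusted p = 0.00326), among them the Fc receptor Fcgr1 (1.69-fold), the co-receptor Cd14 (1.65-fold) and Sirpa (1.45-fold). Of 9 neutrophil genes, 5 rose and 1 fell (camera adjusted p = 0.00689). Trem1 rose 2.10-fold, Il1r2 2.53-fold and Clec4d 8.83-fold, all 3 of which monocytes also express, whereas Mmp9 fell 3.07-fold. With an estimated correlation the list-wise adjusted p was 0.1995 for inflammatory macrophage, 0.307 for alternative macrophage and neutrophil, and 0.370 for macrophage identity. In these lists 16 inflammatory macrophage genes, 8 macrophage identity genes and 5 neutrophil genes were higher when adjusted over the list alone, and 9 alternative macrophage genes and 1 macrophage identity gene were lower.

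Of 15 dendritic cell genes, 8 fell, 2 rose and 5 did not pass, and the list did not pass as a group with camera (adjusted p = 0.143) and did with fry (0.0499). The 2 that rose, Itgax and Irf8, were named after their values were seen and are also expressed by macrophages. Its members Ccl17 and Ccl22 encode chemokines that attract CCR4-bearing T cells. Ccl17 (mm10 chromosome 8, 94810453 to 94812036) fell 5.46-fold on the log2(value + 1) scale (4.44-fold between the means), from 55 ± 40.9 to 12.4 ± 10.4, with values of 1, 15, 21, 23 and 2 in the KO-labelled tumors, and Ccl22 fell 2.42-fold, from 354.2 ± 96.5 to 161 ± 88.4 (SD, n = 5 each). The lowest values of Ccl17 were those of Siah2 KO replicate 1 and column KO5, the KO-labelled pair most alike over all genes. The squared difference of this pair was 11.9 times the approximate counting error, the largest among KO-labelled pairs being 56.5. With 1 tumor left out the log2 difference of Ccl17 was -2.81 to -1.92. In a fit of the 4 tumors numbered 2 and 3, chosen after seeing the data, Ccl17 fell short of the threshold with a log2 difference of -1.01 (limma adjusted p = 0.109, against -2.45 and 0.0151 in all tumors), as did Ccl22 with a difference of -0.96 (limma adjusted p = 0.0694, against -1.28 in all tumors), and with a pseudocount of 10, also chosen then, the difference of Ccl17 was -1.51 and passed. Of 7 mast cell and eosinophil genes, 2 fell, the mast cell proteases Cpa3 and Cma1 (named after their values were seen), and 5 did not pass (camera adjusted p = 0.213). Without WT replicate 6 this list passed as lower (camera adjusted p = 0.0451). When adjusted over the list alone, 8 dendritic cell genes were lower, and of the mast cell and eosinophil genes 3 were lower and 1 was higher. Of the B cell and plasma cell list, 2 genes were among those tested, too few for a test.

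Interferon-induced genes rose together with the lymphocyte genes. Of 23 genes of the interferon gamma response, 21 rose and none fell (median 1.96-fold, camera adjusted p = 1.22e-10). Ido1 and Gbp2b, given above, and Gbp3 (2.33-fold) were among those with the smallest p. Of 18 type I interferon genes, 13 rose and none fell (camera adjusted p = 4.36e-06), among them Isg15 (1.96-fold), Rtp4 (1.97-fold), Xaf1 (1.97-fold) and Oas1a (1.59-fold). Of 14 genes of MHC class I presentation, 11 rose and none fell (camera adjusted p = 4.45e-06), with the peptide transporter genes Tap1 (1.84-fold) and Tap2 (1.97-fold), the trimming peptidase Erap1 (1.36-fold) and the nonclassical class I gene H2-T23 (2.35-fold). Of 12 genes of MHC class II presentation, 6 rose and none fell (camera adjusted p = 0.0378, fry adjusted p = 0.158), among them the invariant chain Cd74 (1.63-fold), H2-Ab1 (1.74-fold), H2-Aa (1.56-fold) and the protease Ctss (1.90-fold). With an estimated correlation the list-wise adjusted p was 0.257, 0.336, 0.1995 and 0.619 for these lists in this order. The class II list did not pass without WT replicate 3, WT replicate 5, Siah2 KO replicate 3 or column KO4 (camera adjusted p = 0.0565, 0.0627, 0.0617 and 0.0747). For the lists in this order, 22, 14, 12 and 6 genes were higher when adjusted over the list alone. Tap1 and Tap2 belong to both the interferon gamma and the class I list.

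Genes of fibroblasts and their matrix were lower in KO-labelled tumors. Of 17 measured, 15 fell, 1 rose and 1 did not pass, also when adjusted over the list alone (median log2 difference -0.83, camera adjusted p = 4e-09, and adjusted p = 0.1995 with an estimated correlation). The member that rose, decorin, Dcn, was named after its values were seen. The collagen VI chains Col6a1 and Col6a2 fell 2.72-fold and 3.24-fold, fibroblast activation protein, Fap, 4.23-fold and the growth factor receptor Pdgfrb 2.56-fold. Pdgfrb, for example, was 2483 ± 189.5 in WT and 974.2 ± 128.7 in KO-labelled tumors (SD, n = 5 each). Of 12 endothelial genes, 2 rose (Pecam1 and Emcn), 4 fell (Cdh5, Kdr, Vwf and Robo4), all named after their values were seen, and 6 did not pass (camera adjusted p = 0.886). None of the 11 skeletal muscle genes and none of the 3 adipocyte genes passed (camera adjusted p = 0.280 and 0.606). Of 5 melanoma differentiation genes among those tested, from 15 on the list, 2 fell and 3 did not pass (camera adjusted p = 0.143, fry adjusted p = 0.0024). The 2, S100b and Ednrb, were named after their values were seen, and Schwann cells and endothelium express them as well. The lists of keratinocyte genes (2 tested), erythroid genes (0 tested) and mitochondrially encoded genes (0 tested) were too small for a test, which does not show that these genes were not expressed. The endothelial, muscle, adipocyte and melanoma counts were the same when adjusted over the list alone.

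**Figure D3:**
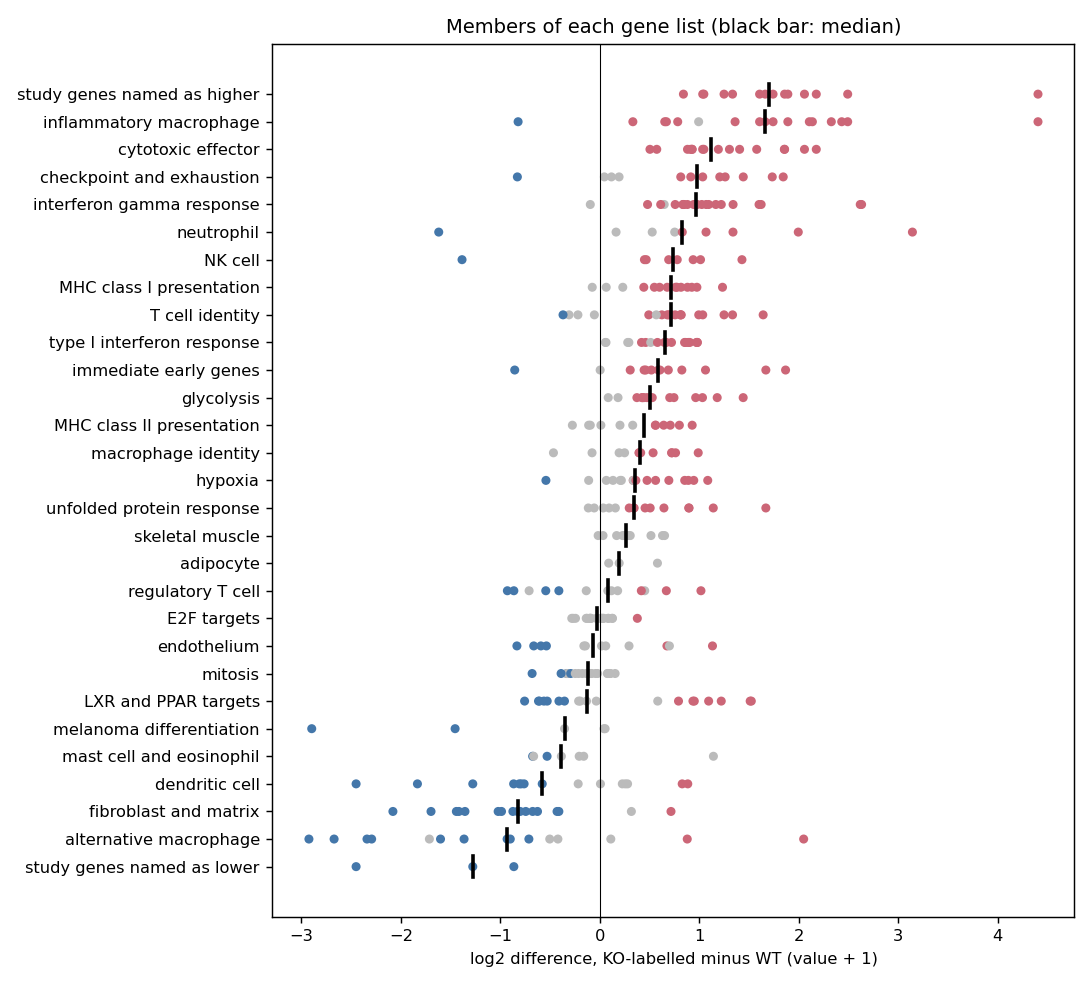
Log2 difference (x axis, log2(value + 1)) of each measured member of the 29 tested gene lists, with the median of each list as a black bar. Members past the threshold are red where higher and blue where lower in KO-labelled tumors, and other members are grey. The inflammatory macrophage list has a median of 1.66 and the alternative macrophage list of -0.93.

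Genes of glycolysis and of cell stress were also higher. Of 15 glycolysis genes, 13 rose and none fell (median 1.42-fold, camera adjusted p = 6.22e-08), among them Pfkfb3 (2.27-fold), the lactate transporter Slc16a3 (2.71-fold), hexokinase 2, Hk2 (1.95-fold), and Pgk1 (1.63-fold). Of 16 hypoxia genes, 9 rose and 1 fell (camera adjusted p = 0.00326, fry adjusted p = 0.0557), with Ndrg1 up 2.12-fold, Ero1l 1.92-fold, Bnip3 1.85-fold and the angiogenic factor Vegfa 1.47-fold, while Ddit4, named after its values were seen, fell. Of 15 genes of the unfolded protein response, 10 rose and none fell (camera adjusted p = 0.000141). The 4 with the smallest p, Atf3 (3.18-fold), Asns (1.42-fold), Sdf2l1 (1.56-fold) and Trib3 (2.20-fold), include targets of amino acid shortage as well as of protein misfolding. Of 13 immediate early genes, 11 rose and 1 fell (camera adjusted p = 8.1e-05), among them Fos (3.65-fold), Zfp36 (1.77-fold) and Ier3 (2.09-fold), while Egr3, named after its values were seen, fell. With an estimated correlation the list-wise adjusted p was 0.1995 for glycolysis and immediate early genes, 0.506 for hypoxia and 0.288 for the unfolded protein response. The numbers of higher genes, 13, 9, 10 and 11, were the same when adjusted over the list alone. Of 19 LXR and PPAR targets, 7 rose and 7 fell, or 8 and 8 adjusted over the list alone (camera adjusted p = 0.886). Their median log2 difference was -0.13 and their mean 0.22. Of 20 E2F targets, 1 rose and 19 did not pass, and of 19 mitosis genes, 4 fell and 15 did not pass (camera adjusted p = 0.775 and 0.158). The E2F target was Ccne1 and the mitosis genes were Mki67, Bub1b, Kif11 and Nusap1, named after their values were seen. The mitosis list passed as lower without column KO5 (camera adjusted p = 0.0249) and without both columns KO4 and KO5 (0.0133), as did the E2F targets without both (median log2 difference -0.13, camera adjusted p = 0.0205). The median of the E2F targets, -0.03, was 0.01 without WT replicate 5, Siah2 KO replicate 1 or Siah2 KO replicate 3. With p adjusted over the list alone, no E2F target and 2 mitosis genes passed. Dividing melanoma cells express these genes too, so neither list shows whether the division of T cells or other host cells differed.

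Of the genes that the study named from these tumors as higher, all 14 rose, and of those it named as lower, all 3 fell, also when adjusted over the list alone (camera adjusted p = 1.22e-10 and 0.0544, the latter 0.0157 with fry). As these genes were chosen on the same samples, the counts are not independent evidence, and with an estimated correlation the adjusted p was 0.1995 and 0.336. The list of lower genes passed without WT replicate 6, Siah2 KO replicate 3 or column KO4 (camera adjusted p = 0.0318, 0.03 and 0.0237). Apart from those given above, interferon gamma, Ifng, rose 4.52-fold, Tnf 3.04-fold, the T cell receptor genes Cd3g 2.05-fold and Cd3d 2.38-fold, the chemokines Ccl3 3.71-fold and Ccl5 2.06-fold, and the cytokine Il1b 3.34-fold. The chemokine Cxcl9 rose 1.79-fold (limma adjusted p = 0.0198), and did not pass without WT replicate 2 (adjusted p = 0.0531) or Siah2 KO replicate 3 (adjusted p = 0.0524). At the thresholds of the study's pathway analysis (unadjusted p under 0.01, log2 difference over 1), 774 genes differed, 342 higher and 432 lower, and 465 when genes with a mean under 100 were left out.

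Because whole tumors hold many cell types, 6 ratios were formed between genes meant to stand for the same compartment. Relative to the Cd3 genes, Foxp3 fell 3.28-fold and the effector genes Gzma, Gzmb, Prf1 and Ifng rose 2.07-fold. NK cells express these effector genes without Cd3, and 7 of 8 NK cell genes rose in the same tumors (median log2 difference 0.74). The ratio of Cd8a to Cd4 rose 2.92-fold, and that of Nos2 to the macrophage genes Adgre1, Csf1r, Cd68 and Fcgr1 rose 15.6-fold. In each of these 4 ratios, all 5 KO-labelled tumors lay on the same side of all 5 WT tumors (two-sided exact permutation p = 0.00794, the smallest that 252 relabelings can give; adjusted p = 0.0119). Ccl17 relative to the dendritic cell genes Flt3, Zbtb46 and Itgax fell 4.03-fold (exact permutation p = 0.0159, adjusted p = 0.0190), with 4 of 5 KO-labelled tumors below each WT tumor. Of these genes Itgax rose, and relative to Flt3 and Zbtb46 alone, a denominator chosen after seeing the data, Ccl17 was 2.74-fold lower and did not pass (exact permutation p = 0.127, adjusted p = 0.152). The ratio of Tbx21, which encodes T-bet, to the Cd3 genes differed by 0.17 on the log2 scale, less than the spread between tumors (-0.45 ± 0.26 in WT and -0.28 ± 0.23 in KO-labelled tumors, SD, n = 5 each, exact permutation p = 0.333). Tbx21 itself, named after its values were seen, rose from 92 ± 21.4 to 186.8 ± 25.2 (SD, n = 5 each, limma adjusted p = 0.000427). Relative to Cd4 in place of the Cd3 genes, also chosen after seeing the data, Tbx21 was 2.37-fold higher, with 5 of 5 KO-labelled tumors above each WT tumor (exact permutation p = 0.00794, adjusted p = 0.0119), and Foxp3 was 1.55-fold lower and did not pass (exact permutation p = 0.103, adjusted p = 0.103). As CD8-positive T cells and NK cells express Tbx21 without Cd4, this ratio can rise with their numbers.

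**Figure D4:**
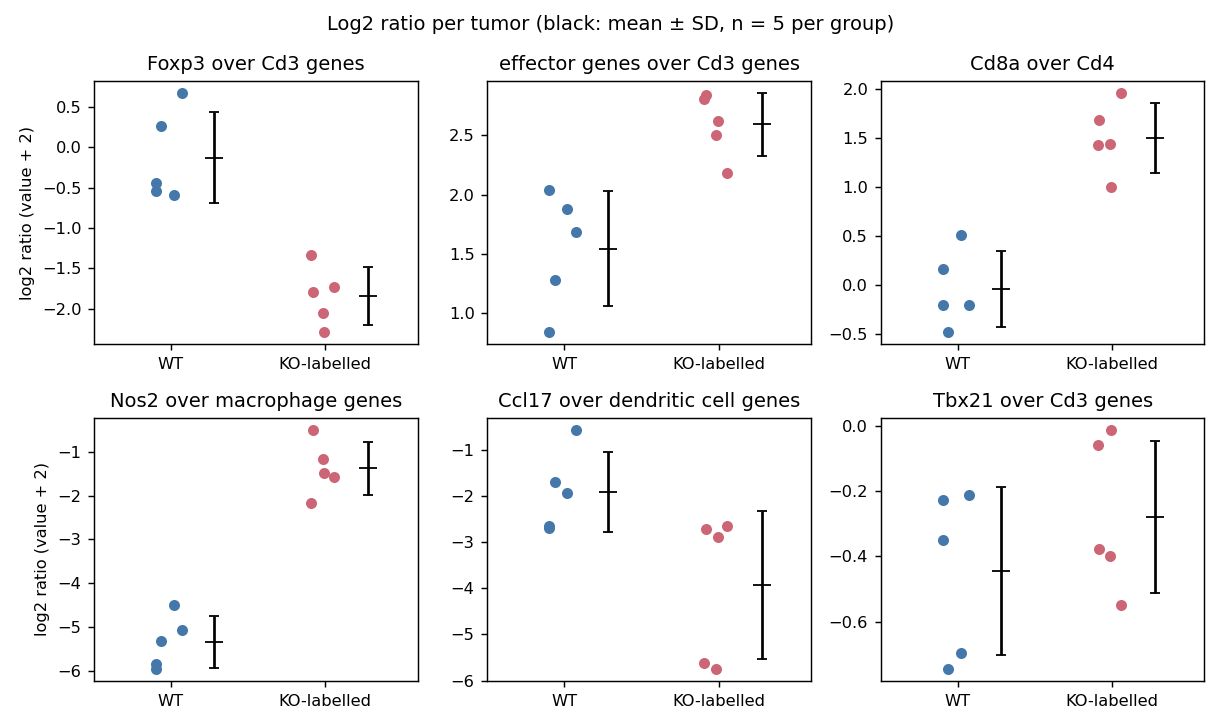
Log2 ratio (y axes, from log2(value + 2)) of the named genes to marker genes of the same compartment in each tumor (points), with mean and SD in black (n = 5 per group). The groups are apart in 4 panels, and for Tbx21 over the Cd3 genes they overlap.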

Values the study reported

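The study reported complete regression of 6 of 14 YUMMER1.7 tumors (42%) in Siah2 knockout mice and of 2 of 14 (14%) in WT mice. Its tumor growth experiments used 400,000 YUMMER1.7 cells per mouse unless stated otherwise, a number other than the one given for the sequenced tumors. With a NanoString panel of immune genes, a hybridization assay separate from the sequencing data, it compared the tumors of both genotypes. At P under 0.05 by Student's t-test, with no adjustment stated, 364 genes differed, 277 of them higher and 87 lower in the knockout. That threshold is not the one used for the sequencing data here. By flow cytometry on day 11, T-bet-positive cells made up a 3-fold larger share of CD4-positive T cells in knockout than in WT mice, and the share of cells positive for FOXP3 and CD25 was 2-fold smaller. It also reported more interferon gamma and granzyme B in T cells and more NOS2 in macrophages of tumors in knockout mice. On day 11 leukocytes, CD4-positive and CD8-positive T cells, macrophages and dendritic cells were comparable between genotypes in number or in share. In WT mice given knockout bone marrow, however, it found more CD8-positive cells in the tumors.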

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

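The tests of the scaling, of swapped libraries, of a leukocyte share, of neighbouring tissue and of gene length were chosen or set in their final form after the values that decide them had been seen, or could be foreseen from values seen; those of the paralogs and of the chromosome segment were not. Of 262 groups of 5 values examined (each named gene, gene list, ratio and total in each genotype), 5 held a tumor far from the other 4. A rate of 5% would give about 13.1 among groups picked without regard to their values. Many named genes were chosen for groups that do not overlap or for a small p, which disfavours such tumors, so the lower count says nothing on data quality. Ccl3 was 17 in WT replicate 3 and 44 to 62 in the other WT tumors (gap 0.731 of the group's range on the log2 scale). Rhov was listed at 0 in WT replicate 6 and at 3 to 4 in the others (0.861). Rerg was 292 in WT replicate 3 and 151 to 179 in the others (0.742). Gdnf was 26 in column KO4 and 40 to 44 in the other KO-labelled tumors (0.818), and Klrb1c was 420 in column KO4 and 282 to 312 in the others (0.746).

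The first pattern weighed is the higher Siah2 transcript in the tumors labelled knockout. The authors' scaling is argued against, since the log2 difference was at least 0.564 under 3 other scalings, and so are reads shared with the paralogs Siah1a and Siah1b, the larger of whose log2 differences was 0.15. Single libraries swapped between the groups are excluded, because 0 of the 10 libraries correlated better with the other group's mean than with the rest of their own. What stays open is a donor-strain chromosome segment around the targeted gene (46.7% of 30 tested genes within 5 Mb passed the threshold, between the median of 36.7% and the 95th percentile of 53.3% over windows of as many genes) and, without a test, a change of Siah2 transcription in tumor or host cells. Fcrls and Selenbp2, among the most changed genes, lie on the same chromosome beyond 5 Mb (starting at 87250758 and 94693556). Whether a donor-strain segment reaches them was not tested. No direct test was made of an exchange of all labels, but what is quoted from the study above argues against it without excluding it. By another assay and on another day, knockout mice had fewer FOXP3-positive cells, more T-bet-positive cells, and more interferon gamma, granzyme B and NOS2. An exchange would reverse these directions here. Instead, Foxp3 was 1.82-fold lower in KO-labelled tumors, and Nos2 was 21.2-fold, Ifng 4.52-fold and Gzmb 4.16-fold higher. Tbx21 rose from 92 to 186.8.

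The second pattern is that lymphocyte and inflammatory macrophage genes were higher while alternative macrophage genes were lower. A larger leukocyte share of the KO-labelled tumors would raise the genes of each leukocyte type alike, and cannot be the whole cause, since the alternative macrophage list had a median log2 difference of -0.93. That fall is part of the pattern as defined, so it does not show whether a larger share raised the lymphocyte and inflammatory macrophage genes. The authors' scaling is argued against too, because both macrophage lists kept their direction under 3 other scalings, with a camera adjusted p of at most 0.00146 at the preset correlation, although neither passed with an estimated correlation under the authors' scaling (adjusted p = 0.1995 and 0.307). A larger share of T cells and monocytes together with a change of state in macrophages may account for it as the host genotype's effect. Whole-tumor values do not separate these, so this remains a hypothesis. The study's flow cytometry on day 11, quoted above, found T cells and macrophages comparable between genotypes, which speaks against a larger share on that day. Its bone marrow transplant, with more CD8-positive cells, went the other way.

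The third pattern is the fall of fibroblast and matrix genes. An equal loss of all neighbouring tissue is argued against, as the lowest of the medians for endothelium, adipocytes (3 genes) and skeletal muscle was -0.064, in endothelium, 0.763 above that of the matrix list, with an SD of 0.613 between endothelial genes. Gene length is argued against as the whole cause, since genes of each member's exonic length (within 10%) had a median log2 difference of -0.11, against -0.83 for the list. A smaller number of fibroblasts, a changed fibroblast state and matrix genes expressed by the melanoma cells themselves stay open and were not tested.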

How the results depend on the processing

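The alternatives chosen after seeing the data were both pseudocounts, the filter at a mean of 100, total-count and upper-quartile scaling, the model without a trend, separate spreads, the 4-tumor fits, the denominators of 3 ratios, the threshold of 0.01 for single genes and the fits without columns KO4 and KO5. Alternatives with edgeR, DESeq2 and limma-voom were not run, because the table does not hold counts; the lack of a filter equals the reported result, because all other genes are listed at 0; and a block over 8 tumors could not be fitted, because KO4 and KO5 carry no certain number. The count of changed genes (4606) was 2743 at an adjusted p under 0.01, and leaving out 1 tumor at a time gave 3649 to 5182. The count at the study's thresholds (774) was 465 among genes with a mean of at least 100, which tests fewer genes, and 713 to 874 with 1 tumor left out. The count of lists past the threshold (18) was 0 with an estimated correlation and 17 to 20 with 1 tumor left out. Siah2 kept its direction and its call in all 24 alternatives (log2 difference 0.56 to 0.86, adjusted p at most 0.00755).

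Whether the replicate numbers pair the tumors could be examined for numbers 2 and 3 only. The deviations of these same-numbered tumors correlated at 0.03 and 0.05, against -0.16 to 0.23 for tumors of other numbers. The titles of both groups also share the numbers 5 and 6, whose knockout columns are uncertain, so a pairing is neither shown nor excluded. Over the 4 tumors numbered 2 and 3, the fit with a replicate block called 3902 genes and the fit without it 2938, with fewer tumors. A block over 6 tumors numbered by column, set aside after it was run, called 2171 genes, and the same tumors without it 2187. Permuting within the numbers 2 and 3 allows 4 relabelings and no p under 0.5, so that 0 of the 5 called ratios passed there. This lack of calls says nothing on their stability, and all 6 kept their direction in each alternative run. The size did change for Ccl17 over the dendritic cell genes, with a log2 difference of -0.63 in those tumors against -2.01 in all tumors. Relative to Cd4, the ratio of Foxp3 lost its call (log2 difference -0.63) and that of Tbx21 gained one (1.24), and without Itgax that of Ccl17 lost its call (-1.46), so these 3 depend on the denominator.

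Of 94 named genes besides Siah2, 83 kept direction and call in each alternative run, 14 of the 94 having no value with the filter at 100. None reversed; 10, Ccl17 and Ccl22 among them, lost the call in a fit of 4 tumors, and Cxcl9, Ccl17, Ccl22, Foxp3 and H2-Aa at an adjusted p under 0.01. In the fit with the block, gene Ccl22 kept its call (replicate block, numbers 2 and 3, adjusted p = 0.0026). Of 29 lists, 3 kept both in each alternative: all 18 that passed lost the call with an estimated correlation, and with fry MHC class II presentation (adjusted p = 0.158) and hypoxia (0.0557) lost it, while dendritic cell (0.0499), melanoma differentiation (0.0024) and the study's lower genes (0.0157) gained it. With camera at the preset correlation 19 kept both, 3 of the 29 having no value with the filter at 100. Whether a list reversed was judged by its median, a rule chosen after a first version judged by camera had been seen; the lists that changed sign had not passed: regulatory T cell had a median log2 difference of -0.14 with and without the block and -0.10 to 0.21 with 1 tumor left out, endothelium 0.12 with and without the block and 0.017 with the filter at 100, and E2F targets -0.068 to 0.014 with 1 tumor left out; the cause was not tested. Alternative macrophage (median -0.66 against -0.93, adjusted p = 0.102) and macrophage identity (0.33 against 0.40, 0.0604) lost their call in the 4-tumor fit without a block, and NK cell (0.80 against 0.74, 0.0545) in that with it. Without columns KO4 and KO5, E2F targets (0.0205) and mitosis (0.0133) passed as lower. What depth limits was not tested; counting error is largest for scores of a few reads, as for Rhov in WT tumors.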

Other observations

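The gene lists in the next 2 paragraphs and their tests were chosen after seeing the data, and 3 of the genes, Cxcl1, Cxcl2 and Il6, also belong to the inflammatory macrophage list and had been seen before. Basement membrane genes were lower in KO-labelled tumors, where 12 of 14 measured fell and none rose (median log2 difference -0.65, camera adjusted p = 1.39e-06, and adjusted p = 0.261 with an estimated correlation). The laminin chain Lama2 fell from 124.6 ± 41.4 to 40.2 ± 7.69, the linker protein Nid2 from 616.8 ± 76.1 to 294 ± 36.0, Col15a1 from 625.8 ± 83.1 to 235.8 ± 57.5 and the abundant Col18a1 from 22790 ± 631.1 to 14852 ± 2484 (SD, n = 5 each). Of 8 targets of BMP signalling, 4 fell and 2 rose. The list did not pass with camera (adjusted p = 0.101, and 0.261 with an estimated correlation) and did with fry (adjusted p = 0.00183). Id1 fell from 603.6 ± 184.5 to 245.4 ± 54.1 and Smad6 from 83.2 ± 24.1 to 34 ± 8.46, while Id2 and the BMP antagonist Grem1 rose.

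Of 6 measured ligands of the EGF family, 4 rose and none fell. The list did not pass with camera (adjusted p = 0.109, and 0.261 with an estimated correlation) and did with fry (adjusted p = 0.00667). Hbegf rose from 964.6 ± 125.3 to 2188 ± 452.6, and Areg, Btc and Nrg1 also rose. Of 15 targets of NF-kB, 5 rose and none fell (camera adjusted p = 0.0141, and adjusted p = 0.328 with an estimated correlation), among them the neutrophil chemokines Cxcl1, from 35.8 ± 8.07 to 95 ± 27.1, and Cxcl2, from 8.8 ± 2.77 to 59 ± 38.5. Without the 3 genes seen before, 3 of 12 rose and the list did not pass (camera adjusted p = 0.101, and adjusted p = 0.473 with an estimated correlation).

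Other splits of the 10 tumors into groups of 5 were compared with the real one, with 100 of 126 drawn, the real one included. The number of changed genes, 4606, was reached by 1 of the 100 splits, the real one, and the highest of the others called 3. For the study's thresholds the real split gave 774 genes and the highest of the others 161. Thus the real split gave the largest of both counts. Each other split mixes the genotypes, which widens the spread within its groups, so the low counts of the others do not measure chance alone. For the gene lists, 17 of the 100 splits gave at least the 18 lists of the real one. The highest of the others, 21, put WT replicates 2, 3, 4 and 6 together with Siah2 KO replicate 3. That split keeps much of the genotype difference, but more evenly mixed ones also gave many lists. WT replicates 2 and 4 with Siah2 KO replicates 1 and 3 and column KO4 gave 20, with 0 genes called. The median of the other splits was 12 lists. Camera at the preset correlation thus passed many lists in groups that mix the genotypes, so the count of lists does not set the real split apart.

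The T-bet and FOXP3 shares quoted from the study above are of CD4-positive cells counted by flow cytometry. The ratios here are of transcripts in whole tumors, so the sizes are not of the same measure. Relative to Cd4, the nearer denominator, which was chosen after seeing the data, Foxp3 was 1.55-fold lower, which did not pass (exact permutation p = 0.103), and Tbx21 was 2.37-fold higher (exact permutation p = 0.00794). CD8-positive and NK cells express Tbx21 as well, and Cd8a rose 2.52-fold and 7 of 8 NK cell genes rose while Cd4 did not pass, so this ratio does not place the rise of Tbx21 in CD4-positive cells. Relative to the Cd3 genes, which CD8-positive cells share, Foxp3 was 3.28-fold lower and Tbx21 1.12-fold higher.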
